A study of Rattus norvegicus with 9 samples.

How the data were processed

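Mature miRNAs were counted in small RNA libraries from rat hippocampus. The 9 libraries fall into 3 groups of 3 by their titles, and replicate numbers come from the same titles. The labels mention 10 rats per group and do not say how many rats a library holds or that each library came from a separate animal, so p-values measure only the spread between these libraries, which may be technical. Doses and durations are as the labels state them.

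The authors deposited 1 table with, per miRNA, whole-number counts per library and a second set of values headed as TPM. Per the labels, RNA was isolated from frozen hippocampus and libraries were made with Illumina protocols. Per the submitters' processing notes, cutadapt 1.14, Bowtie, DESeq and the rat genome build Rnor_6.0 were named, without roles. How reads that match several miRNAs were counted is not given in the sources used here. The deposited values headed TPM equal each count divided by its library total, scaled to CPM (largest relative difference 0.000473%), with no length term, so they are treated as CPM. The table held 21 blank lines and 1 miRNA name split over lines, which was rejoined. It listed 633 miRNAs, 3 of them at 0 in all libraries and 3 under joint names of several miRNAs. Levels of near-identical family members, such as those of let-7, miR-30, miR-101 and miR-34, are uncertain because the counting could have split their reads.

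From the counts, edgeR 4.0.16 in R 4.3.3 was used for the main tests. filterByExpr kept 469 miRNAs, which held 99.997% of the counts. Libraries were scaled by TMM, and quasi-likelihood fits (glmQLFit, glmQLFTest) with 1 mean per group used all 9 libraries, with Benjamini-Hochberg adjustment at 0.05. The common biological coefficient of variation was 17.2%. SE is the absolute log2 fold change divided by the square root of the F statistic, and its median was 0.159 for MK-801 against VEH, 0.160 for MK-801+CLO against MK-801 and 0.160 for MK-801+CLO against VEH. Library totals ran from 10665718 to 18284905 counts, so that a miRNA at 10 CPM rests on 107 to 183 counts per library. A count of 0 allows up to 0.164 to 0.281 CPM, taken as 3 counts. Intervals for single libraries are 95% Wilson intervals from SciPy 1.17.1, and like the floors they cover counting error only.

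Before the data were examined, 16 miRNA lists, the comparisons, the alternatives and the rule for named miRNAs were fixed. The lists cover activity-dependent, dendrite and plasticity, schizophrenia-linked, neuron-enriched, Dlk1-Dio3, let-7, miR-29 and miR-30, miR-17-92, miR-183, oligodendrocyte, reactive glia and leukocyte, red blood cell, vascular, choroid plexus with ependyma and epithelium, Hox-cluster, and other-tissue miRNAs. Of these, 14 had at least 3 tested members. They were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, again with an estimated correlation, and with fry. The rule named per comparison the miRNAs past the threshold up to 30, or, where fewer than 20 passed, those with the smallest unadjusted p and a mean of at least 10 CPM up to 20. It also allowed any list member, the 10 most abundant miRNAs and, for the reversal, miRNAs with an unadjusted p under 0.05 and opposite signs in both comparisons.

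The same code was tested on simulated counts for the 469 miRNAs. With 20 miRNAs changed, a 1.5-fold change was recovered for 23%, a 2-fold change for 68% and a 4-fold change for 95% of changed miRNAs in MK-801 against VEH. The shares were 23%, 62% and 94% for MK-801+CLO against MK-801, and 24%, 65% and 93% for MK-801+CLO against VEH. With 200 miRNAs changed they were 54%, 86% and 100%, then 58%, 84% and 100%, and then 52%, 84% and 100%. These rest on 1 run, against 20 runs with 20 miRNAs changed. The share of false calls with 20 changed was 6.8%, 7.5% and 5.7% in the same order of comparisons. With no miRNA changed in 100 simulations, the count at an unadjusted p under 0.05 reached at most 35, 37 and 33 in these comparisons. Regrouped real libraries reached up to 44, 72 and 61, so the simulated maxima are not taken as limits of chance.

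Alternatives were DESeq2 1.42.0, limma voom, limma-trend on log2(CPM + 1) and log2(CPM + 0.1), RLE, upper-quartile and no scaling factors, no filter and a minimum of 10 CPM, robust dispersion, removal of the 5 most abundant miRNAs, the replicate number as a block, only the libraries compared, and each library left out in turn. No 2 libraries agreed within sampling noise in a chi-square comparison of their counts, so none were merged as repeat runs of 1 library. This does not show that they come from separate animals, since repeat libraries of 1 RNA sample could differ as much. Host genes come from the RefSeq annotation of assembly GRCr8, in which 626 of the 633 miRNAs were matched by name. Whether a miRNA is transcribed together with its host gene was not tested. That assembly differs from Rnor_6.0, so no coordinates are given. Of 80 Dlk1-Dio3 list members, 80 lay between Dlk1 and Dio3 there. The labels give no sequencing batch or date.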

Results

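Small RNA was sequenced from the dissected hippocampus of Sprague-Dawley rats in 3 groups of 3 libraries each. The vehicle group (VEH) received saline. The MK-801 group received MK-801 (dizocilpine), a blocker of the NMDA type of glutamate receptor that is used to model schizophrenia in rodents, at 0.2 mg/kg a day for 14 days, followed by saline for 7 days. The MK-801+CLO group received the same MK-801 course and then clozapine (CLO), an atypical antipsychotic, at 10 mg/kg for 7 days. The table listed 633 mature rat miRNAs, of which 469 had enough counts to be tested. Total miRNA counts were 16690322, 11768778 and 18284905 in VEH replicates 1, 2 and 3. They were 14873183, 17032971 and 15260121 in the MK-801 replicates, and 12747765, 10665718 and 13553902 in the MK-801+CLO replicates. The 10 most abundant miRNAs, led by miR-127-3p, miR-181a-5p, miR-26a-5p, miR-9a-5p and miR-22-3p, took 65.5% of all counts on average. They were followed by miR-434-3p, miR-191a-5p, let-7f-5p, miR-27b-3p and miR-138-5p. Levels are given as CPM, counts scaled to a common library total, mean ± SD over the 3 libraries of a group. Fold changes are log2 values ± SE from edgeR, with 3 libraries on each side.

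The comparison of MK-801 with VEH asked which hippocampal miRNAs differ after repeated NMDA receptor blockade. No miRNA passed an adjusted p of 0.05, so the values that follow did not pass the test. The highest level among those named was that of miR-138-5p, a miRNA of dendritic spines, at 32168 ± 7398 CPM in MK-801 against 21944 ± 638 CPM in VEH, a log2 fold change of 0.58 ± 0.18. MiR-21-3p (0.69 ± 0.19), miR-184 (0.58 ± 0.19), miR-340-5p (0.35 ± 0.10) and miR-101a-3p (0.35 ± 0.10) were also above VEH. On the lower side were miR-1298 (-1.89 ± 0.59) and miR-448-3p (-1.41 ± 0.53), both hosted by the serotonin receptor gene Htr2c in the GRCr8 annotation, and miR-204-5p (-0.92 ± 0.35), hosted by Trpm3. MiR-455-3p (-0.58 ± 0.22), miR-377-5p (-0.43 ± 0.13) and miR-30b-5p (-0.35 ± 0.14) were below VEH as well.

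Single libraries set several of these values. MiR-138-5p stood at 37470 CPM (95% Wilson interval 37373 to 37566) in MK-801 replicate 1 and 35318 CPM (95% Wilson interval 35226 to 35411) in replicate 3, but at 23716 CPM (95% Wilson interval 23644 to 23789) in replicate 2, near the VEH level. Without MK-801 replicate 2, miR-138-5p was the 1 miRNA past the edgeR threshold, at a log2 fold change of 0.79 and an adjusted p of 0.0316. MiR-204-5p reached 8583 CPM (95% Wilson interval 8541 to 8625) and miR-1298 1884 CPM (95% Wilson interval 1864 to 1904) in VEH replicate 3. Without that library the log2 fold changes were -0.28 for miR-204-5p, -0.66 for miR-1298 and -0.45 for miR-448-3p.

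Of the 469 miRNAs, 24 had an unadjusted p under 0.05 in edgeR (14 higher, 10 lower), against 23.5 from chance alone. The count was 15 without VEH replicate 3 and 37 without MK-801 replicate 2. DESeq2 called 1 miRNA and limma voom 0. The miRNA called by DESeq2 was miR-6324, at 3.03 ± 0.493 CPM in VEH and 6.41 ± 0.901 CPM in MK-801. Its adjusted p was 0.0261 in DESeq2 and 0.182 in edgeR, for a log2 fold change of 1.09 ± 0.21. It lies below the abundance required of named miRNAs and was chosen after its values were seen. Upper-quartile scaling moved the median log2 fold change of all miRNAs from -0.018 to 0.074 and the unadjusted split to 28 higher and 6 lower, and with library totals 12 higher and 13 lower.

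Among the miRNA lists, the let-7 family lay lower in MK-801 for 9 of 9 members, with a median log2 fold change of -0.13. Examples were let-7a-5p (-0.18 ± 0.11), let-7c-5p (-0.17 ± 0.13) and let-7f-5p (-0.15 ± 0.10). The family did not pass limma's camera test (adjusted p = 0.0736, and adjusted p = 0.729 with an estimated correlation). It passed with RLE size factors (adjusted p = 0.0493), at 10 CPM or more (adjusted p = 0.0227) and with the replicate number as a block (adjusted p = 0.0312). Each of these was lost with an estimated correlation (adjusted p = 0.731, 0.766 and 0.762). Single libraries moved the camera result, from adjusted p = 0.000888 without VEH replicate 2 to adjusted p = 0.398 without VEH replicate 3. With upper-quartile scaling 8 of 9 let-7 members lay lower, and their median shrank to -0.042. Of 75 tested miRNAs of the imprinted Dlk1-Dio3 region, 50 lay lower and 25 higher, with adjusted p = 0.139 by camera. The Dlk1-Dio3 list passed camera without VEH replicate 1 (adjusted p = 0.0188), MK-801 replicate 1 (adjusted p = 0.0231) and MK-801 replicate 2 (adjusted p = 0.0388). None of these held with an estimated correlation (adjusted p = 0.723, 0.842 and 0.747). Without MK-801 replicate 3 the camera result was adjusted p = 0.943. With upper-quartile scaling 28 lay lower and 47 higher, which follows the shift of all miRNAs, as the list median went from -0.051 to 0.044 and stayed below that of all miRNAs. Of 11 miRNAs of the miR-17-92 cluster and its paralogs, 9 lay higher, among them miR-92a-3p (0.26 ± 0.18). The list had adjusted p = 0.124 by camera. It passed camera without MK-801 replicate 1 (adjusted p = 0.00896) and without VEH replicate 1 (adjusted p = 0.0460). Both were lost with an estimated correlation (adjusted p = 0.842 and 0.723). Of 10 choroid plexus, ependymal and epithelial miRNAs, 9 lay lower, with the same camera value of 0.124 for its adjusted p. This list passed camera without VEH replicate 2 (adjusted p = 0.00177) and without MK-801 replicate 2 (adjusted p = 0.0445). Neither held with an estimated correlation (adjusted p = 0.172 and 0.671). All 4 red blood cell miRNAs lay lower, including miR-486 (-0.20 ± 0.09), with adjusted p = 0.147. With upper-quartile scaling all 4 still lay lower, but their median shrank from -0.158 to -0.068 and miR-486 was at -0.11.

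The lists nearest to the drug's target held members on both sides. Activity-dependent miRNAs lay higher for 6 of 12 members, and miR-132-3p (0.10 ± 0.16) and miR-212-3p (-0.02 ± 0.12), which follow CREB signalling, were near 0, with the sign of miR-212-3p turning at upper-quartile scaling (0.0804). Dendrite and plasticity miRNAs lay higher for 9 of 16, schizophrenia-linked miRNAs for 6 of 16 and neuron-enriched miRNAs for 8 of 15. With upper-quartile factors, which shift all miRNAs of this comparison upward, the counts were 8 of 12 for activity-dependent, 12 of 16 for dendrite and plasticity, 13 of 16 for schizophrenia-linked and 12 of 15 for neuron-enriched miRNAs. The medians moved with that shift, from -0.017 to 0.077 for schizophrenia-linked and from 0.028 to 0.12 for neuron-enriched miRNAs. The miR-29 and miR-30 families lay higher for 7 of 10 and oligodendrocyte miRNAs for 4 of 6, including miR-338-3p (0.43 ± 0.21). The miR-29 and miR-30 list passed camera without MK-801 replicate 2 (adjusted p = 0.0445), and the oligodendrocyte list without MK-801 replicate 1 (adjusted p = 0.0185). Both were lost with an estimated correlation (adjusted p = 0.671 and 0.842). Without MK-801 replicate 3 each list had adjusted p = 0.887 by camera. Reactive glia and leukocyte miRNAs lay higher for 5 of 10, vascular miRNAs for 2 of 6 (4 of 6 with upper-quartile factors) and miRNAs of muscle, liver and endocrine tissue for 1 of 4. In the main setting no list passed camera in this comparison, and no member passed when adjusted over the list alone or over all miRNAs. Too few members were tested for the miR-183 cluster (2) and for the Hox-cluster list (1). That 1 was miR-10a-5p, at 448 CPM (95% Wilson interval 436 to 461) in VEH replicate 2 and 36.3 CPM in VEH replicate 3.

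**Figure D1:**
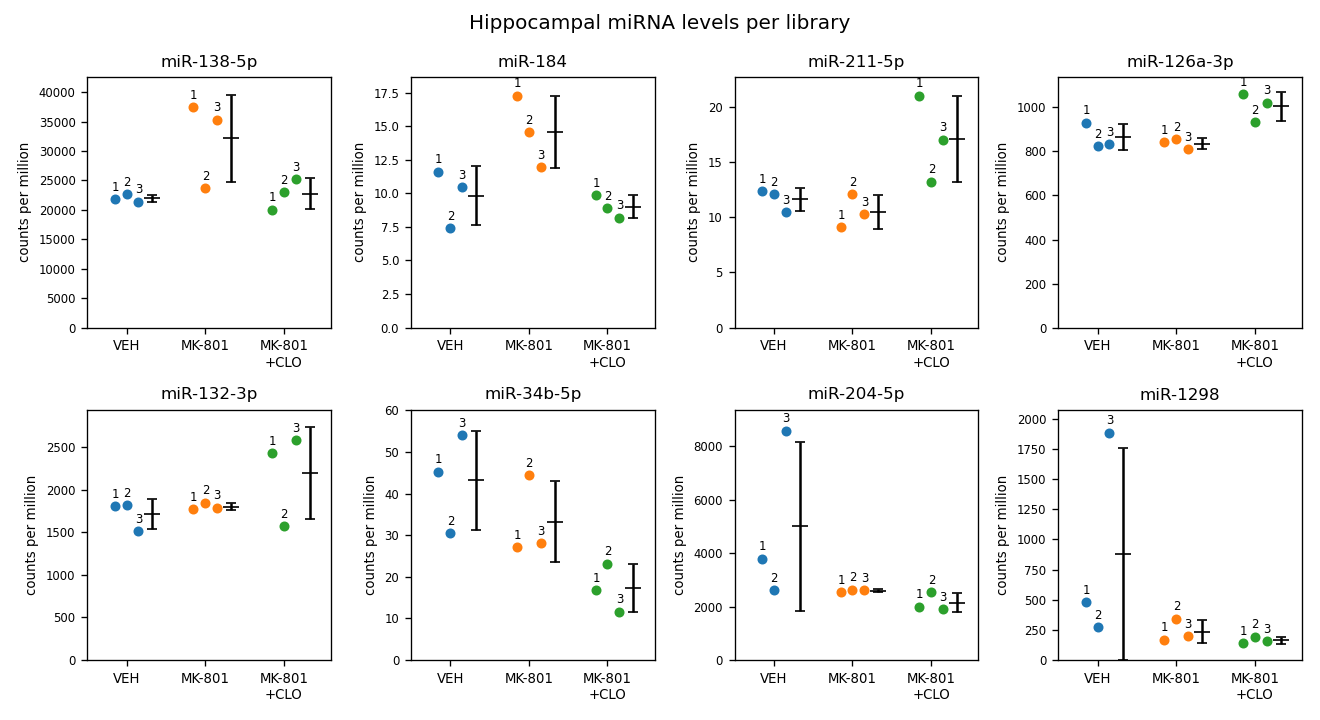
Level of 8 named miRNAs in each library, in CPM (linear axes from 0), for the 3 groups. Coloured points are libraries marked with their replicate number, and black bars show the group mean ± SD (n = 3). MiR-138-5p in MK-801 replicate 2 lies near the VEH libraries, and VEH replicate 3 lies apart for miR-204-5p and miR-1298.

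The comparison of MK-801+CLO with MK-801 asked what clozapine changed after the MK-801 course. No miRNA passed the adjusted threshold in edgeR. The smallest unadjusted p belonged to miR-211-5p, hosted by Trpm1, at 17.1 ± 3.90 CPM with clozapine against 10.5 ± 1.52 CPM without, a log2 fold change of 0.74 ± 0.17. MiR-128-3p, abundant in neurons and hosted by Arpp21 and R3hdm1, stood at 20396 ± 4285 CPM against 15383 ± 1063 CPM (0.44 ± 0.14). MiR-143-3p of smooth muscle (0.33 ± 0.09), miR-126a-3p of endothelium (0.30 ± 0.09), miR-150-5p of lymphocytes (0.35 ± 0.11) and miR-212-3p (0.32 ± 0.12) were also above MK-801. MiR-34b-5p (-0.91 ± 0.29) and miR-34c-3p (-0.87 ± 0.32), of a cluster that promotes the formation of motile cilia, were below. MiR-184 (-0.66 ± 0.19), miR-7a-5p (-0.64 ± 0.24) and miR-138-5p (-0.47 ± 0.18) were below as well.

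MK-801+CLO replicate 2 differed from replicates 1 and 3 for part of these. MiR-128-3p was at 23553 CPM and 22118 CPM in replicates 1 and 3 and at 15518 CPM (95% Wilson interval 15444 to 15593) in replicate 2. Without replicate 2, 2 miRNAs passed in edgeR, miR-128-3p (log2 fold change 0.60) and miR-211-5p (0.88), each at an adjusted p of 0.0487. With all libraries, 39 miRNAs had an unadjusted p under 0.05 (22 higher, 17 lower), against 23 without MK-801 replicate 1 and 18 without MK-801+CLO replicate 3. DESeq2 called 2, miR-181c-3p and miR-211-5p, both higher, and limma voom 0. Upper-quartile scaling moved the median log2 fold change of all miRNAs to -0.12 and the unadjusted split to 4 higher and 44 lower. Library totals gave 15 higher and 20 lower.

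The vascular list lay higher for 5 of 6 members, and miR-126a-3p and miR-143-3p passed when adjusted over the list alone, though 0 did over all miRNAs. Camera gave adjusted p = 0.148 for the list, and 0.894 as the adjusted p with an estimated correlation. At 10 CPM or more the vascular list passed camera (adjusted p = 0.0442, and adjusted p = 0.980 with an estimated correlation). With upper-quartile scaling 3 of 6 lay higher. In the choroid plexus, ependymal and epithelial list, members parted. MiR-211-5p rose and miR-34b-5p fell when adjusted over the list alone, against 0 over all miRNAs, and 6 of 10 members lay higher (adjusted p = 0.607 by camera). The red blood cell list lay higher for 4 of 4 (adjusted p = 0.148 by camera). It passed camera without MK-801+CLO replicate 1 (adjusted p = 0.0224, and adjusted p = 0.328 with an estimated correlation). Without MK-801+CLO replicate 3 the camera result was adjusted p = 0.518. For activity-dependent miRNAs, 7 of 12 lay higher, with miR-132-3p at 0.32 ± 0.16 and miR-132-5p at 0.43 ± 0.20, which were 0.16 and 0.24 without MK-801+CLO replicate 3. Neuron-enriched miRNAs lay higher for 9 of 15, let-7 members for 2 of 9 and Dlk1-Dio3 members for 32 of 75. With upper-quartile factors, which shift all miRNAs of this comparison downward, these were 6 of 15, 0 of 9 and 12 of 75, and activity-dependent miRNAs lay higher for 6 of 12. In the main setting no list passed camera.

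The comparison of MK-801+CLO with VEH set the full drug course against saline and, with all libraries, had the most miRNAs at an unadjusted p under 0.05. No miRNA passed the adjusted threshold in edgeR. The miR-34b/34c cluster was lower, with miR-34b-5p at 17.2 ± 5.76 CPM against 43.2 ± 11.9 CPM in VEH (-1.28 ± 0.29), miR-34c-3p at -1.26 ± 0.32 and the abundant miR-34c-5p at -0.98 ± 0.32. MiR-1298 (-2.36 ± 0.60), miR-448-3p (-2.04 ± 0.55) and miR-204-5p (-1.16 ± 0.35) were lower too, and without VEH replicate 3 these were -1.14, -1.08 and -0.52. MiR-7a-5p (-0.74 ± 0.24), miR-7a-2-3p (-0.73 ± 0.20), miR-344a-3p (-0.53 ± 0.15) and miR-187-3p (-0.58 ± 0.19, and -0.35 without VEH replicate 3) were also below VEH. On the higher side were miR-100-5p (0.42 ± 0.11), miR-211-5p (0.62 ± 0.17), miR-143-3p (0.32 ± 0.09), miR-126a-3p (0.28 ± 0.09) and miR-339-3p (0.42 ± 0.12).

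MiR-132-3p, which neuronal activity induces through CREB, was at 2195 ± 543 CPM with clozapine and 1712 ± 173 CPM in VEH (0.42 ± 0.16). MiR-212-3p of the same cluster was at 0.30 ± 0.12 and miR-128-3p at 0.33 ± 0.14. Replicate 2 of MK-801+CLO again stood at VEH levels, with miR-132-3p at 1574 CPM (95% Wilson interval 1550 to 1598). Without it, 7 miRNAs passed in edgeR at adjusted p-values of 0.0466 to 0.0493: miR-132-3p (0.59), miR-132-5p (0.70) and miR-211-5p (0.74) were higher, and miR-34b-3p (-1.67), miR-34b-5p (-1.59), miR-34c-3p (-1.66) and miR-34c-5p (-1.47) were lower, as log2 fold changes. Without MK-801+CLO replicate 3 instead, miR-132-3p was at 0.24 and miR-132-5p at 0.28. Without replicate 2 the neuron-enriched list passed camera upward (adjusted p = 0.0284, and adjusted p = 0.369 with an estimated correlation).

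With all libraries, 70 miRNAs had an unadjusted p under 0.05, 35 higher and 35 lower, and the smallest adjusted p in edgeR was 0.0755, for miR-6324 (1.23 ± 0.21). Without VEH replicate 3 the count was 38, fewer than the 42 that MK-801+CLO against MK-801 then had, so the order of the comparisons turned. The count was 34 without MK-801+CLO replicate 3. Library totals gave a split of 17 higher and 46 lower. DESeq2 called 11 miRNAs and limma voom 0. The DESeq2 calls were miR-100-5p, miR-126a-3p, miR-143-3p, miR-211-5p and miR-6324, which were higher, and miR-34b-5p, miR-34c-3p, miR-344a-3p, miR-7a-2-3p, miR-448-5p and miR-3552, which were lower. The last 2 of these and miR-6324 fall outside the naming rule and were chosen after their values were seen.

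Adjusted over the list alone, 7 miRNAs passed, against 0 over all miRNAs. In the vascular list, miR-126a-3p, miR-126a-5p (0.30 ± 0.09) and miR-143-3p rose, while miR-145-5p was at -0.21 ± 0.25 and miR-10a-5p at -1.50 ± 0.79. Over the alternatives miR-145-5p ran from -0.62 to -0.04 and miR-10a-5p was at -0.14 without VEH replicate 2, the library with its high level. In the choroid plexus, ependymal and epithelial list, miR-211-5p rose and miR-204-5p, miR-34b-5p and miR-34c-5p fell. In the main setting camera called 0 lists. Limma's fry test for change in either direction called 3 lists at an adjusted p of 0.0414, the vascular, the choroid plexus and the reactive glia lists. The fry test for 1 direction called 0 lists, and camera with an estimated correlation gave these lists adjusted p-values of 0.826, 0.832 and 0.826. Both look for a shift in 1 direction, so they cannot decide on lists whose members move both ways. Among reactive glia and leukocyte miRNAs, miR-221-3p was at -0.35 ± 0.12, miR-34a-5p at 0.67 ± 0.29 and miR-150-5p at 0.30 ± 0.11.

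The let-7 family lay below VEH for 9 of 9 members, with a median log2 fold change of -0.18. It did not pass camera (adjusted p = 0.0512, and adjusted p = 0.826 with an estimated correlation). It did at 10 CPM or more (adjusted p = 0.00984) and with the replicate number as a block (adjusted p = 0.0204). Both were lost with an estimated correlation (adjusted p = 0.747 and 0.797). Single libraries moved the camera result, from adjusted p = 0.00141 without MK-801+CLO replicate 1 to adjusted p = 0.225 without MK-801+CLO replicate 3. It was 0.00153 without VEH replicate 2. With RLE size factors 8 of 9 let-7 members lay lower. Dlk1-Dio3 miRNAs lay lower for 52 of 75 (adjusted p = 0.0949 by camera, and adjusted p = 0.826 with an estimated correlation). At 10 CPM or more these were adjusted p = 0.0462 and 0.747. The Dlk1-Dio3 list also passed camera without MK-801+CLO replicate 1 (adjusted p = 0.00665), VEH replicate 1 (adjusted p = 0.0142) and MK-801+CLO replicate 3 (adjusted p = 0.0220). All 3 were lost with an estimated correlation (adjusted p = 0.920, 0.628 and 0.830). Without MK-801+CLO replicate 2 the camera result was adjusted p = 0.637. Activity-dependent miRNAs lay higher for 7 of 12, dendrite and plasticity miRNAs for 11 of 16, neuron-enriched miRNAs for 11 of 15 and schizophrenia-linked miRNAs for 8 of 16. Oligodendrocyte miRNAs lay higher for 5 of 6 and red blood cell miRNAs for 3 of 4.

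A single test across the 3 groups called 0 miRNAs in edgeR, with 49 at an unadjusted p under 0.05. The smallest adjusted p was 0.170. DESeq2 called 4 miRNAs in the same test, miR-126a-3p, miR-211-5p, miR-34b-5p and miR-6324.

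The design also asked whether clozapine reverses the MK-801 profile. Of the 24 miRNAs with an unadjusted p under 0.05 for MK-801 against VEH, 18 moved in the opposite direction between MK-801 and MK-801+CLO and 6 in the same direction, none of them a call. Unadjusted p was under 0.05 in both comparisons for 5 miRNAs, all with opposite signs. MiR-138-5p was at 0.58 ± 0.18 and then -0.47 ± 0.18, and miR-184 at 0.58 ± 0.19 and then -0.66 ± 0.19. MiR-30b-5p was at -0.35 ± 0.14 and then 0.33 ± 0.14, miR-455-3p at -0.58 ± 0.22 and then 0.50 ± 0.22, and miR-483-3p, below 3 CPM in every library, at -1.36 ± 0.51 and then 1.28 ± 0.53. The values of miR-483-3p were -0.60 and 0.58 on log2(CPM + 1).

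Both comparisons use the same MK-801 libraries with opposite sign, which pulls their fold changes apart with no effect at all. In 100 simulations of unchanged groups with shared libraries, 88.2% (SD 6.97%) of the miRNAs with an unadjusted p under 0.05 in the first comparison had the opposite sign in the second, against 75% observed. Unadjusted p under 0.05 in both with opposite signs came to 4.86 miRNAs on average (SD 2.16), against 5 observed, so neither count goes beyond what shared libraries give. Across the 469 miRNAs, which are not independent replicates, the fold changes of the 2 comparisons had a Pearson r of -0.205. In the same simulations r averaged -0.475 (SD 0.0697), and 0 simulations reached -0.205 or above. Simulated libraries varied less than real ones, however. Regrouped real libraries gave up to 44 and 72 miRNAs at an unadjusted p under 0.05 in the 2 comparisons, against at most 35 and 37 simulated. The simulated ranges of r and of the covariance may be too narrow as well. They cannot decide whether the observed values depart from no change. Observed r moved with the library left out. It was -0.435 without VEH replicate 3 and -0.310 without MK-801+CLO replicate 2, inside the range of -0.646 to -0.299 simulated for all libraries. Without MK-801 replicates 1, 2 and 3 in turn it was also inside, at -0.368, -0.510 and -0.417. It was outside without VEH replicates 1 and 2 (-0.0656 and -0.238) and without MK-801+CLO replicates 1 and 3 (-0.231 and -0.280). No range was simulated with a library left out, so these values do not show whether the gap would hold. The covariance was -0.0262 against a simulated -0.0333 (SD 0.00790), a difference of 0.00713, which is within the simulated SD. That depended on the filter: at 10 CPM or more the covariance was 0.00270 against a simulated -0.0189 (SD 0.00410), above it by 0.0216, and with no filter it was -0.303 against -0.235 (SD 0.0366), below it by 0.0678. With 3 MK-801 libraries, the shared libraries could not be split into parts of at least 2.

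**Figure D2:**
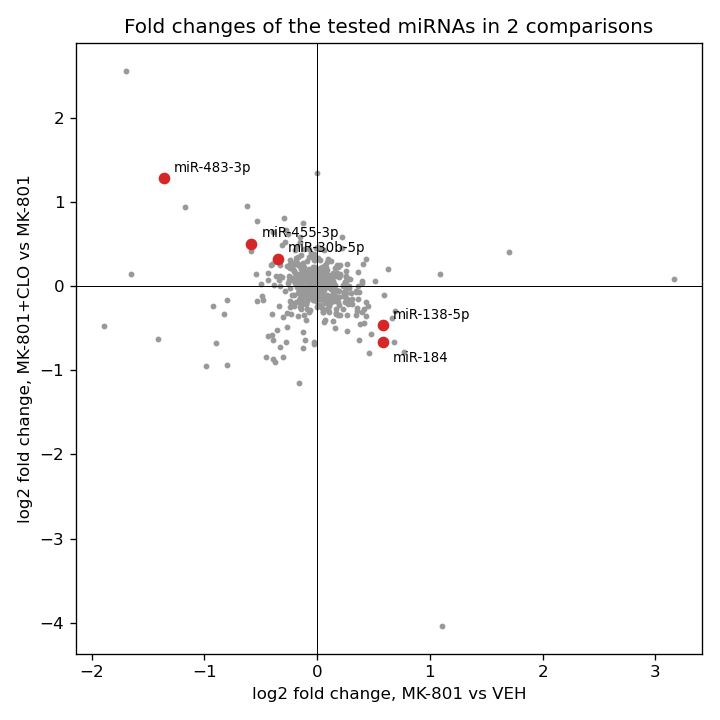
Log2 fold change of MK-801 against VEH (x axis) and of MK-801+CLO against MK-801 (y axis) for the 469 tested miRNAs, 1 grey point each. Red points are the 5 miRNAs with an unadjusted p under 0.05 in both comparisons, and all 5 lie in the quadrants of opposite sign.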

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

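Of the results below, leaving out VEH replicate 3 together with MK-801+CLO replicate 2 and using the oligodendrocyte level as a covariate were chosen after seeing the data. The counts of called miRNAs stayed at 0 in all 3 comparisons with limma voom, limma-trend, each scaling, each filter and robust dispersion. DESeq2 gave 1 (MK-801 against VEH), 2 (MK-801+CLO against MK-801), 11 (MK-801+CLO against VEH) and 4 (3 groups), and the cause was not tested. Leaving out 1 library gave 0 to 1, 0 to 2 and 0 to 7 calls in these comparisons, with 1 without MK-801 replicate 2, and 2 and 7 without MK-801+CLO replicate 2. Without VEH replicate 3 and MK-801+CLO replicate 2, 3 miRNAs passed in MK-801+CLO against MK-801 (miR-128-3p, miR-132-5p and miR-211-5p). With the oligodendrocyte covariate, 3 passed in MK-801+CLO against VEH (miR-34b-5p, miR-34c-3p and miR-6324).

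Unadjusted counts ranged over the settings from 20 to 34, 25 to 48 and 52 to 80, and with 1 or 2 libraries left out from 15 to 37, 18 to 54 and 34 to 84. Named fold changes kept their direction in 2028 of 2033 alternative values, and 27 of the 2033 passed the threshold. The 5 others were all of miR-212-3p in MK-801 against VEH (-0.02 ± 0.12), at 0.0804 with upper-quartile factors, 0.00659 at 10 CPM or more, 0.0153 with the oligodendrocyte covariate and, with 1 library left out, 0.0489 without MK-801 replicate 2 and 0.0366 without VEH replicate 2. The lowest with 1 library left out, -0.0800 without MK-801 replicate 3, kept its direction. The cause was not tested.

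The correlation of fold changes for reversal (r -0.205) was -0.372 with no filter, 0.0490 at 10 CPM or more, -0.0396 on log2(CPM + 1), 0.0443 on that scale at 10 CPM or more, -0.0897 with only the libraries compared, and -0.458 without the 2 libraries named above. With 1 library left out it ran from -0.510 (without MK-801 replicate 2) to -0.0656 (without VEH replicate 1). Simulated unchanged groups gave -0.464 with no filter and -0.493 at 10 CPM, with 3 and 0 of 100 simulations at or above the observed value. As the simulated range may be too narrow, these counts do not decide whether r departs from no change.

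Lists past camera, 0 in the main setting, became 1 (let-7 in MK-801 against VEH) with RLE factors. At 10 CPM or more they were 1, 1 and 2 (let-7, then vascular, then let-7 with Dlk1-Dio3). With 1 library left out they ran from 0 to 4, 0 to 1 and 0 to 2. With an estimated correlation 0 lists passed camera in any of these settings. Fry in either direction, a different test, called 3 lists in MK-801+CLO against VEH.

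Same-numbered libraries did not deviate together: 2 of 9 same-number pairs had a correlation over 0.1 (range -0.345 to 0.129), and 1 library correlated best with its own number. The numbers were therefore not taken to pair the samples. With the replicate number as a block, 0, 0 and 0 miRNAs passed, and r for reversal was -0.155. Under this block 1 list (let-7) passed camera in MK-801 against VEH and 1 (let-7) in MK-801+CLO against VEH, and with an estimated correlation neither did (adjusted p = 0.762 and 0.797). In simulated data, 1.5-fold changes of 20 miRNAs were recovered for 23%, 23% and 24% in the 3 comparisons. With 200 miRNAs changed, in 1 run, the shares were 54%, 58% and 52%, so changes of this size could go uncalled.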

Other observations

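All tests of explanations in this part were chosen only after the values they bear on had been seen.

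Each of the 6 tested miRNAs hosted by Htr2c in the GRCr8 annotation (from 4 precursors) lay below VEH in MK-801+CLO, with a median log2 fold change of -1.65 and a range of -2.36 to -1.03. These were miR-1298, miR-448-3p, miR-448-5p, miR-764-3p, miR-764-5p and miR-3552. In MK-801 against VEH the median was -0.85, and in MK-801+CLO against MK-801 it was -0.66, with 6 of 6 below 0 each time and under each scaling. Without VEH replicate 3 the median for MK-801 against VEH was -0.31, with 5 of 6 below 0 and a highest value of 0.068, so most of that median came with this library. The medians of the others were then -0.66 for MK-801+CLO against MK-801 and -1.08 for MK-801+CLO against VEH. The set was chosen after its values were seen and did not pass: an exploratory fry test for 1 direction in limma gave p = 0.0525 and camera with an estimated correlation p = 0.0927 for MK-801+CLO against VEH. 0 of the 6 passed edgeR's adjusted threshold (smallest adjusted p = 0.174). Htr2c encodes a serotonin receptor that clozapine binds and that choroid plexus epithelium expresses strongly, as does miR-204-5p.

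The lower miR-204-5p and Htr2c-hosted miRNAs in MK-801+CLO than in VEH were set against 2 tissue explanations, since choroid plexus lies next to the hippocampus. Choroid plexus in VEH replicate 3 alone would leave the median near 0 without that library, but it remained at -1.08 (median SE 0.39), from -1.57 with all libraries. A share of choroid plexus and ependyma that varies between all libraries may still be a source. Within groups, the mean level of these miRNAs and of ciliated-cell miR-34b, miR-34c and miR-449a gave Pearson r 0.468 (exact within-group permutation p = 0.287, adjusted p = 0.287). Spearman rho was 0.433 (permutation p = 0.333), and r was 0.111 without the 2 libraries farthest from the median. Levels centred on each group leave out the group difference to be explained. Without centring r was 0.744. All 5 ciliated-cell miRNAs also lay below VEH in MK-801+CLO (median log2 fold change -1.15). In the choroid plexus, ependymal and epithelial list, 5 of 10 lay above VEH. With 9 libraries a varying tissue share therefore cannot be told apart from an effect of the treatment.

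The higher miR-132, miR-212 and miR-128 in MK-801+CLO than in VEH, absent in MK-801+CLO replicate 2, could come from the share of tissue types in the dissected piece. With the oligodendrocyte level as a covariate the median log2 fold change of the 5 miRNAs was 0.33 (median SE 0.13), against 0.33 without it. The mean list level (log2 CPM, centred over all libraries) was -0.0509 in VEH and -0.0229 in MK-801+CLO. These means lay closer than the SD of 0.324 within groups, so adjusting could hardly move this comparison. The group means did not show the lower oligodendrocyte level in MK-801+CLO that this explanation needs. Of the 6 list members, 5 lay above VEH, but the members ran from -1.03 to 0.33. With that spread, and the SD within groups, a lower level could have been missed. The list therefore cannot decide whether oligodendrocyte share was a source of the group difference in these 5 miRNAs. It does not settle the spread between libraries either. A larger share of neurons would raise other neuron-enriched miRNAs as much. The 14 others had a median of 0.0941 (median SE 0.13), lower but within 2 SE. MK-801+CLO replicate 2 had the lowest neuron-enriched level (10.8 as mean log2 CPM) and the highest oligodendrocyte level (0.370) of all libraries. Without it the medians were 0.47 for the 5 miRNAs and 0.16 (median SE 0.12) for the 14 others, a gap of more than 2 SE that speaks against neuron share as the whole cause, but the neuron-enriched list then passed camera upward (adjusted p = 0.0284, and adjusted p = 0.369 with an estimated correlation). As these point different ways and that library was left out after its values were seen, neuron share cannot be told apart from a drug effect here.

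The oligodendrocyte and neuron-enriched lists varied in opposite directions across libraries, which may reflect how much white matter each piece held. Within groups, r was -0.772 (exact within-group permutation p = 0.0417, of 216 permutations) and rho -0.800 (permutation p = 0.0417). Over the 2 relations computed, the adjusted permutation p was 0.0833, which does not pass, and r was -0.664 without the 2 farthest libraries. A biological cause was not tested.

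Splits of the same libraries were counted for the number of miRNAs at an unadjusted p under 0.05. With 10 splits of 6 libraries, the real grouping included, a share under 0.05 cannot be reached. MK-801 against VEH gave 24 (highest other split 44, 4 of 10 at least as large). MK-801+CLO against MK-801 gave 39 (highest other 72, 3 of 10). MK-801+CLO against VEH gave 70, which only the real grouping reached (highest other 61, 1 of 10). For the 3 groups, 12 of 100 splits gave at least the real 49, with 82 as the highest other, so chance cannot be excluded for that count.

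MiRNAs whose libraries did not overlap between groups numbered 65 for MK-801 against VEH, 54 for MK-801+CLO against MK-801 and 82 for MK-801+CLO against VEH, where chance gives 10% of 469, or 46.9. The spread around 46.9 was not computed, so these counts do not show whether any comparison goes beyond chance.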
